A study of Mus musculus with 12 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

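Tail DNA of 6 C57BL/6 mice of 1 family (C57BL/6J/Nrs in the study's methods), a sire, a dam and 4 of their offspring, was measured by array comparative genomic hybridization (array CGH). In this assay, DNA of the mouse and DNA of a reference animal are given different fluorescent dyes and hybridised together to 1 array, and the ratio of the colours at each probe follows the ratio of copy numbers. The reference was 1 male mouse. Each mouse was hybridised on 2 arrays with the dyes swapped (Cy3 on 1 array and Cy5 on the other), which gave 12 arrays. The pair of arrays of a mouse holds the same DNA extracts and was treated as 1 replicate. The arrays were of the denser kind used in the second screening of the study, with probes placed around positions that had been positive in a first screening. The probe list of the first screening was not used here.

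The mice were grouped by their labels into sire, dam and offspring. The labels did not give the sex of the offspring. They also differed on the exposure of the family: the series title speaks of males exposed to 20 mGy of gamma rays per day for 400 days, while its design text calls the male of this family non-irradiated. The names of the mice carry the 20 mGy dose rate, as do those of the irradiated group in the study's own list. No effect of irradiation was examined, because no other family was analysed here.

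The authors scanned the arrays and extracted the spots with Agilent Feature Extraction 10.7.1.1 under its CGH protocol. The deposited red and green processed signals are intensity values on a linear scale, from which the software had subtracted the background and to which it had applied a linear dye normalization. The deposited median spot and local background intensity values had received no correction. The authors' scanner output also holds a log10 ratio of the red over the green processed signal. The deposited series table holds log2 ratios of the reference over the mouse. Over 88339 spots per array these values and the scanner ratios were the same within a tolerance of 0.01, after the sign was turned for the arrays with the mouse in Cy5. The software had set its own ratio to 0 on 19 to 93 spots per array. Per the file headers, probe positions are on the mouse build mm9, and all positions here are on that build, counted from 1. Gene content of the regions was not analysed here.

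From the processed signals, the log2 ratio of mouse over reference was computed on each array, with the sign turned by dye, and centred on the median of the non-control spots of the array. The medians before centring lay between −0.03 and 0.01. No loess or quantile normalization was applied, because a copy number change can shift many probes one way. Control spots and spots that the software marked as outliers (102 to 163 per array) were left out, and spots of the same probe were averaged. This left 84319 distinct probes. No spot was saturated in the sense of the software (0 on every array). Between 957 and 2002 spots per array (1.08% to 2.27%) were not well above background. For a probe on chromosome Y not well above background in a mouse on both arrays, the ratio was given as a bound. The bound compared the mean reference signal with the higher of the lowest signal among probes well above background and the dim probe's own signal. Such probes on other chromosomes entered at their measured values.

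Precision was described by the derivative log ratio SD of the software, which measures probe-to-probe noise, and by the SD of isolated probes, those with no other probe within 1000 bp. The number of arrays limits the precision of every value: each mouse is 1 animal measured on 2 arrays.

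A probe was called positive in a mouse when its log2 ratio exceeded 0.5 in size in the same direction on both dye-swap arrays and at least 1 other probe within 3 probes was positive in that direction, after the rule of the study's second screening. Probes over the threshold on both arrays with opposite directions gave the level of technical calls. Positive probes of a direction no more than 3 probes apart formed a run, with at least 2 positive probes. A run in an offspring was a candidate de novo run when none of its probes exceeded 0.5 in that direction on both arrays in either parent. A run in a parent was a one-parent run when none of its probes did so in the other parent. An offspring was counted as carrying such a run when at least 50% of its positive probes exceeded the threshold on both arrays. Shares were given with the exact Clopper-Pearson 95% interval, which covers counting error only. To describe long changes, runs of a direction were joined over gaps of up to 20 kb across mice, and joined intervals with at least 6 positive probes were kept.

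The number of positive probes per mouse was compared between offspring and parents by a two-sided exact permutation test. Across probes, the mean of the 2 arrays of each mouse was fitted with limma 3.58.1 (lmFit and eBayes, R 4.3.3, statmod 1.5.0 for the correlation within slides), with Benjamini-Hochberg adjustment. The first fit tested the mean of the 6 mice against 0 and counted probes with an adjusted p under 0.05 and a log2 ratio over 0.5 in size. It leaves out the spread of the reference, which is 1 animal, and treats related mice as replicates. The second fit tested offspring minus parents at an adjusted p under 0.05. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

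The regions named in the text were chosen by a fixed rule: the 5 candidate de novo runs, the 3 runs in all 6 mice and the 3 one-parent runs with the most positive probes. The probes named were the 3 with the largest log2 ratio in each direction among those past the threshold of a fit and with the same direction in every mouse. The joined intervals and the probes on chromosome Y were described in addition, after their values had been seen. The calling rule, both fits, the naming rule and the first list of alternatives below were chosen before the data were examined.

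The steps were tested on simulated data. In 20 draws, independent noise at the level of each array was drawn, and 40 runs of 5 probes were planted in offspring 2. At a log2 ratio of −0.80, the calling rule recovered 100% of these runs and 99.3% of their probes, with 0 calls among unchanged probes. That size is larger than the median of the long loss of offspring 1. Planted at that median (−0.53), 57.2% of runs and 29.4% of probes were recovered, and with the spread of that loss across probes added (SD 0.31), 72.2% and 40.9%. The rule therefore misses many short changes of this size. These sizes were chosen after the data had been seen. Offspring 2 had the quietest arrays, with an SD of isolated probes of 0.11 and 0.12, and recovery in noisier mice was not simulated. Noise was independent between probes, so the 0 calls say little of real arrays. On these, up to 7 probes per mouse were over the threshold in opposite directions and had a neighbour of the same kind. With 200 of 84319 probes planted at a log2 difference of 1, the fit of the family recovered 200 with 0 unchanged probes called. The fit of offspring against parents recovered 195 (97.5%), with 7 unchanged probes called. That share holds for the simulated noise and is no measure of the power of the real fit. In the real data the parents lay on a slide of their own, and an array of the dam had an SD of isolated probes of 0.36.

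The 4 arrays of each slide held 2 mice. Slide 1 held the sire and the dam, slide 2 offspring 1 and 2, and slide 3 offspring 3 and 4, which was scanned on another day than the other two. Parents therefore lay on a slide of their own, and the parents' slide cannot be told apart from the parents.

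The alternatives chosen in advance were normexp background correction (offset 50), the log10 ratio of the scanner output, the series table, no centring, centring on the mode, outlier spots kept, only probes with every spot well above background on every array (82023 probes), subtraction of the dye bias of each probe, thresholds of 0.8 and 0.4, other neighbour and dye-swap rules, another exclusion by the parents (region mean under 0.25), at least 4 positive probes per run, the slide as a random block, other moderation, another size filter, and each offspring left out in turn. Normexp was run on the median spot and background signals, since the mean spot signal was not used here. Further alternatives were added later: runs joined within 20 kb, autosomes only, and the dam by its Cy5 array alone.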

Results

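The data were log2 ratios of mouse over reference at 84319 distinct probes on each of 12 arrays, for 6 mice of 1 C57BL/6 family: the sire (n = 1), the dam (n = 1) and 4 offspring. C57BL/6 is an inbred laboratory strain. A log2 ratio of 0 means as much DNA as in the reference male, a negative value a loss and a positive value a gain. Of the probes, 84268 were on autosomes, 48 on chromosome X and 3 on chromosome Y. The probes lay in 1142 clusters of at least 2 probes, with a median of 56 probes per cluster and a median spacing of 80 bp within clusters, and 3912 probes were isolated. There were no replicate animals of the sire or the dam, and every value of a mouse rested on its 2 dye-swap arrays.

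Median background-subtracted signals were 592 to 1195 in green and 909 to 1408 in red. The derivative log ratio SD was 0.0960 to 0.129 on 11 arrays and 0.219 on the array of the dam in Cy3. The SD of isolated probes was 0.11 to 0.16 on those 11 arrays and 0.36 on the array of the dam in Cy3. Calls in the dam were therefore limited by that array.

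The first question was how many probes differed from the reference in each mouse. By the dye-swap rule, 981 probes were positive in the sire (946 gains and 35 losses) and 456 in the dam (241 gains and 215 losses). Among the offspring, 1311 probes were positive in offspring 1 (738 gains and 573 losses), 718 in offspring 2 (696 gains and 22 losses), 846 in offspring 3 (825 gains and 21 losses) and 374 in offspring 4 (135 gains and 239 losses). Probes on the sex chromosomes made up 42 of those of the dam and 43 of those of offspring 4, and 0 of those of each other mouse. Probes over the threshold on both arrays with opposite directions, which copy number cannot give, numbered 69 to 116 per mouse, and 0 to 7 of them had such a neighbour. Together 1881 distinct probes were positive in at least 1 mouse, 1049 as gains and 832 as losses. The number moved most with the threshold, to 776 at 0.8. Without offspring 1 there were 277 losses.

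The offspring had 812 ± 388 positive probes (SD, n = 4) and the parents 719 ± 371 (SD, n = 2). The difference of 93.75 was smaller than the spread in either group (two-sided exact permutation test over 15 splits, p = 0.867). The smallest p that this design allows is 0.0667. The sign of the difference depended on offspring 1, without which it was −72.5. Parents and offspring lay on different slides, so that no value within a slide could be had.

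Most positive probes lay in a few long stretches. Joined over gaps of up to 20 kb, 7 intervals held 1807 of the positive probes (96.1%). On chromosome 4, the interval from 101109089 to 101270967 (161879 bp, 1358 probes) had median log2 ratios of 0.72 in the sire, 0.34 in the dam, and 0.64, 0.63, 0.73 and 0.40 in offspring 1 to 4. On chromosome 6, the interval from 94986073 to 95010893 (24821 bp, 157 probes) had medians of 0.76 in the sire and −0.03 in the dam. The offspring had medians of 0.36, 0.35, 0.43 and 0.40 there, all under the threshold of 0.5. On chromosome 15, from 8343121 to 8368960 (25840 bp, 226 probes), all mice had medians below 0, from −0.39 in the dam to −0.52 in offspring 4. On chromosome 14, from 53740185 to 53759129 (18945 bp, 76 probes), the medians were −0.34 in the sire and −0.27 to −0.29 in the other mice. Up to 6 probes per mouse on chromosome 4 and up to 8 on chromosome 15 were not well above background in these intervals. They entered at their measured values, which are no exact levels. The remaining 3 intervals, a pair on chromosome 3 and 1 on chromosome 5, are described with the comparisons they belong to.

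**Figure D1:**
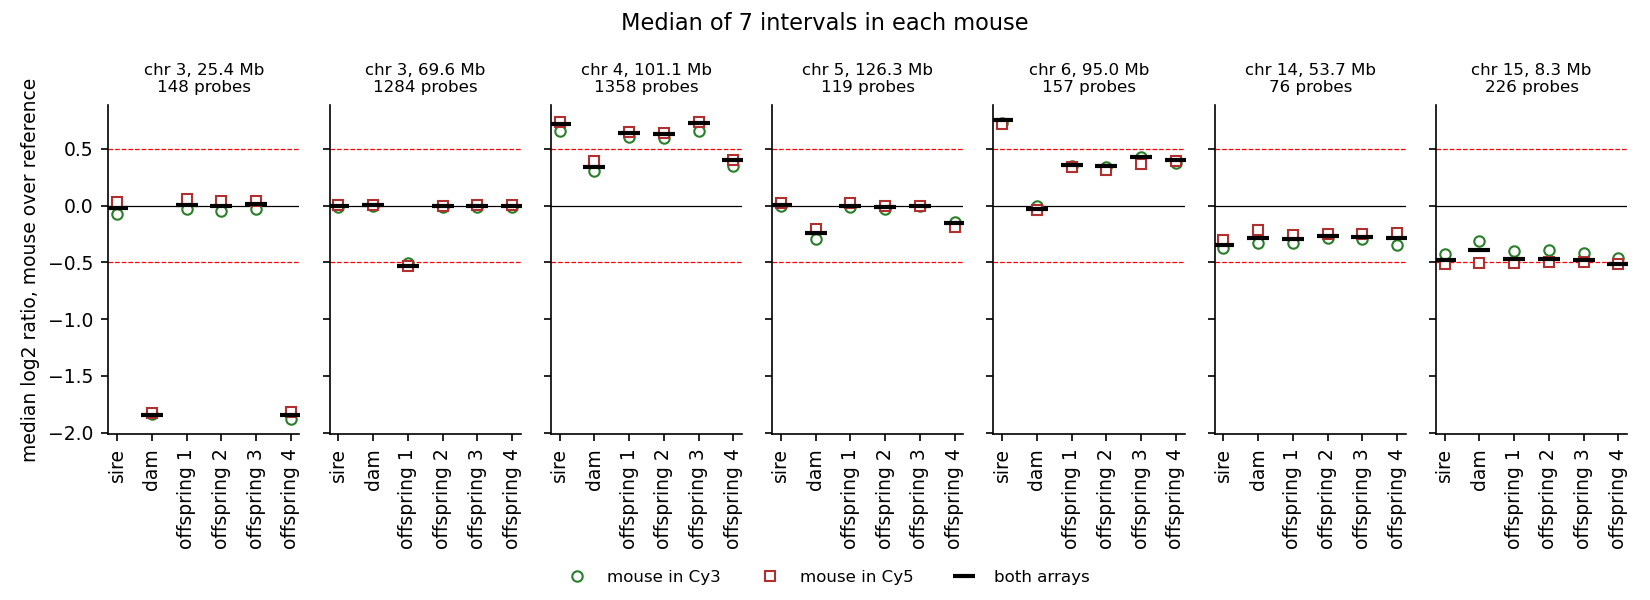
Median log2 ratio of mouse over reference (vertical axis) in each of the 6 mice (horizontal axis) over 7 intervals; circles and squares are the arrays with the mouse in Cy3 and Cy5, black bars the median of the mean of both arrays per probe, and dashed lines the threshold of 0.5 in either direction. The interval on chromosome 3 from 69589436 lies at −0.53 in offspring 1 and at 0 in the other mice, while the intervals on chromosomes 14 and 15 lie below 0 in all 6.

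The second question was which probes were changed in every mouse, since the reference is shared. There were 50 such probes, 49 gains and 1 loss. Of the gains, 47 were on chromosome 4 and the other 2 on chromosome 1 (within 35303668 to 35303835). The run in all 6 mice with the most positive probes (8) was at 101173041 to 101175429 on chromosome 4. Its mean log2 ratios were 0.97 in the sire, 0.81 in the dam, and 0.96, 0.93, 0.94 and 0.64 in offspring 1 to 4. The next was at 101186229 to 101187157 (4 probes), with means of 1.0, 0.75, 0.96, 0.96, 1.01 and 0.63 in the same order. The run at 101167182 to 101167433 (3 probes) had means of 0.98, 0.67, 0.92, 0.98, 0.98 and 0.62. The count of 50 moved most with the threshold, to 228 at 0.4 and 0 at 0.8. Offspring 4 limited it as well, since 153 probes were changed in the other 5 mice.

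Fitted with limma over the 6 mice, 938 probes differed from the reference at an adjusted p under 0.05 with a log2 ratio over 0.5 in size, 834 higher and 104 lower, and 931 of these had the same direction in all 6 mice. Of these probes, 801 were on chromosome 4, 95 on chromosome 15, 28 on chromosome 6, 9 on chromosome 14 and the rest on chromosomes 1, 3 and 13. The 3 largest gains were on chromosome 4: probe A_67_P00943853 at 101172573 (1.15, SE 0.10, limma adjusted p = 0.000300), A_67_P05336829 at 101203044 (1.11, SE 0.07, adjusted p = 9.89e-05) and A_67_P12894022 at 101215355 (1.1, SE 0.06, adjusted p = 8.75e-05). Under normexp these were 0.38, 0.74 and 0.59 in the same order, and none of the 3 was well above background on every array. The 3 largest losses were on chromosome 15: A_67_P19381884 at 8365464 (−0.71, SE 0.04, adjusted p = 6.19e-05), A_67_P02969383 at 8360818 (−0.69, SE 0.06, adjusted p = 0.000300) and A_67_P19381811 at 8350953 (−0.67, SE 0.03, adjusted p = 4.90e-05). Without the size filter, the alternative that moved the count most, 2507 probes were called.

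Between offspring and parents, limma called 0 probes. The smallest adjusted p was 0.248, and 14735 of 84319 probes had an unadjusted p under 0.05. The parents were the sire and the dam, pooled as 1 group of 2. Trend and robust moderation called 57 probes, and the slide as a random block 31186.

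The third question, that of the study's family analysis, was which changes of the offspring were present in neither parent. There were 82 candidate de novo runs, 81 in offspring 1, 1 in offspring 3 and 0 in offspring 2 and 4. Of those in offspring 1, 80 were losses on chromosome 3 between 69589436 and 69781483, a length of 192048 bp. Without offspring 1, the count was 1, and with runs joined within 20 kb it was 3. Over the 1284 probes of this interval, the median log2 ratio of offspring 1 was −0.53 (SD across probes 0.31), with −0.50 on the Cy3 array and −0.54 on the Cy5 array. The medians of the other mice were −0.01 in the sire, 0.00 in the dam, and −0.01, 0.00 and 0.00 in offspring 2 to 4. In offspring 1, 1273 of the probes (99.1%) were below 0, and 552 (43.0%) were positive, with a median of −0.79. In offspring 1, 46 probes of the interval were not well above background and entered at their measured values, which are no exact levels. The median returned to 0.00 over the 30 probes directly to the left (69585875 to 69589021). To the right it was −0.17 over the next 11 probes (69781492 to 69782480) and −0.01 over the 49 probes after these (69782597 to 69790106), so that the last positive probe did not mark the end of the loss exactly.

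**Figure D2:**
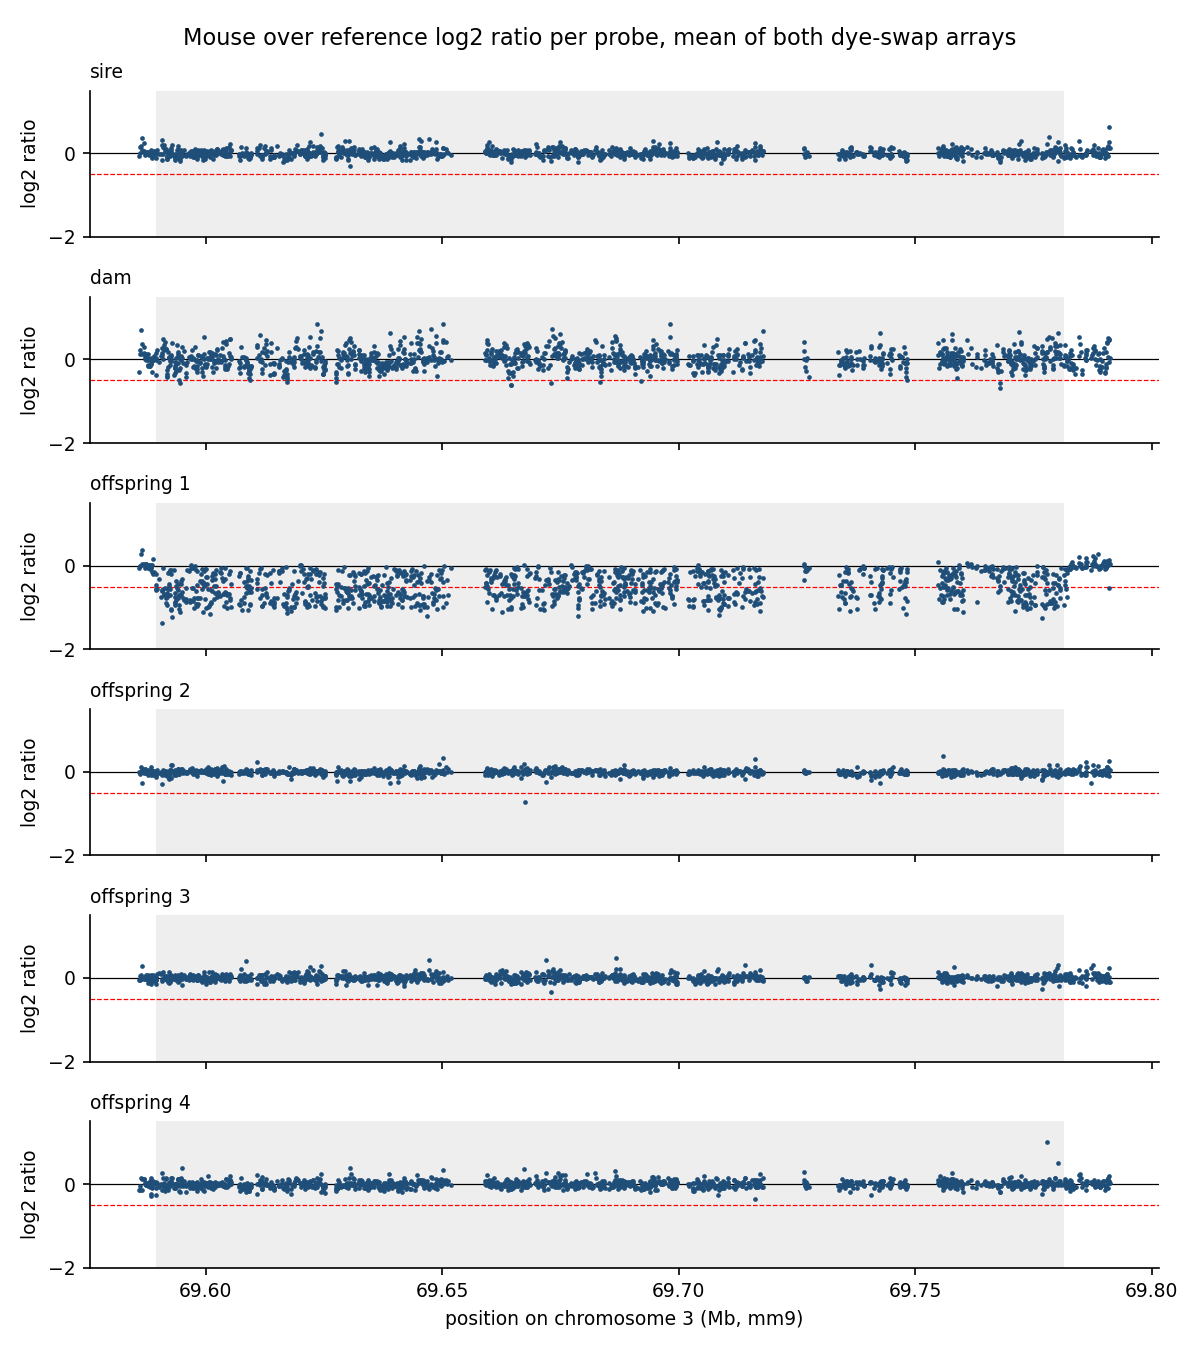
Log2 ratio of mouse over reference per probe (vertical axis, mean of both dye-swap arrays) against the mm9 position on chromosome 3 in Mb (horizontal axis), with a panel for each of the 6 mice; the shaded span is 69589436 to 69781483 and the dashed line the threshold of −0.5. Probes of offspring 1 fall to a median of −0.53 within the span, lie at −0.17 over the next 11 probes to the right and return to −0.01 after these, while those of the other mice scatter around 0, most widely in the dam.

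The 5 candidate de novo runs with the most positive probes all lay in this interval. The run at 69594330 to 69598848 (27 positive probes) had a mean log2 ratio of −0.80 in offspring 1, the run at 69636432 to 69639363 (26 probes) −0.82, the run at 69616386 to 69619376 (22 probes) −0.83, the run at 69713409 to 69717867 (21 probes) −0.75 and the run at 69603920 to 69608203 (18 probes) −0.81. The means of the parents over these runs were between −0.12 and 0.11. The other candidate runs were a pair on chromosome 15, at 8344441 to 8344799 in offspring 1 (−0.61) and at 8361184 to 8361583 in offspring 3 (−0.63), each of 2 probes. The sire was at −0.44 in both and the dam at −0.25 and −0.29, so that these runs passed the rule because the parents were nearer 0 than the threshold, not at 0.

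The fourth question was whether changes carried by 1 parent were seen in the offspring. There were 50 one-parent runs, and in 70 of the 200 combinations of run and offspring (35.0%, Clopper-Pearson 95% interval 28.4% to 42.0%) the run was carried. Neighbouring runs of 1 change are not independent, so that the interval is too narrow. Runs on the sex chromosomes, where the reference was male, were counted too. There 42 probes of the dam and 43 of offspring 4 were positive. The share is therefore no measure of transmission alone, and it was not computed for autosomes only. The share moved most when the mean of both arrays had to pass the threshold, to 4.10%. Of 21 gains of the sire, 14, 12, 15 and 0 were carried by offspring 1 to 4. All of these were among the 15 runs in the interval on chromosome 4, where the dam was raised as well, with means of 0.20 to 0.57 over the runs, but not past the threshold on both arrays. They were thus changes of 1 parent by the threshold only. The 6 runs on chromosome 6, where the dam had means of −0.18 to 0.13, were counted as carried by 0 offspring. Of 17 losses of the dam, 17 were carried by offspring 4, 1 by offspring 1 and 0 by the others. Of 10 gains of the dam, 0, 0, 1 and 4 were carried by offspring 1 to 4. Of 2 losses of the sire, 2, 2, 1 and 1 were carried in the same order. The one-parent run with the most positive probes (138) was the loss of the dam on chromosome 3 at 25416456 to 25456288. Its mean log2 ratio was −1.82 in the dam and −1.85 in offspring 4. It was −0.02 in the sire and 0.02, 0.00 and 0.02 in offspring 1 to 3. The next were gains of the sire on chromosome 6. At 94994538 to 95000364 (33 probes) the sire had 0.88, the dam 0.03 and the offspring 0.46, 0.44, 0.51 and 0.51. At 95002329 to 95007668 (30 probes) the sire had 0.81, the dam 0.01 and the offspring 0.43, 0.42, 0.50 and 0.46.

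The losses of the dam and offspring 4 were shared. On autosomes, 177 probes were lost in these mice alone, on 6 chromosomes, of which 138 were on chromosome 3 and 31 on chromosome 5. They were 83.1% of the autosomal losses of the dam and 74.7% of those of offspring 4. Over them the median log2 ratio was −1.88 in the dam, −1.86 in offspring 4, −0.03 in the sire and 0.00, −0.01 and 0.01 in offspring 1 to 3. In the interval on chromosome 5 (126311503 to 126336125, 119 probes), the medians were −0.24 in the dam, −0.15 in offspring 4 and between −0.01 and 0.00 in the other mice, while the probes there that were positive in at least 1 mouse had medians of −1.44 in the dam and −1.56 in offspring 4. In offspring 4, 1 probe of the interval was not well above background and entered at its measured value.

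The sex chromosome probes checked the labels of the parents against the male reference. The mean log2 ratio of the 48 X probes was 0.84 ± 0.24 (SD across probes) in the dam, with 0.92 on the Cy3 array and 0.77 on the Cy5 array, and fell to 0.72 under normexp, the alternative that moved it most. It was 0.18 ± 0.06 in the sire (0.26 and 0.11 on the arrays), 0.79 ± 0.18 in offspring 4, and 0.01, 0.00 and 0.01 in offspring 1 to 3. The probe at 731532 on chromosome Y was not well above background in the dam and in offspring 4, and was at least 3.39-fold and at least 3.12-fold lower there than in the reference. The Y probe at 784163 had log2 ratios of −1.28 in the dam and −1.37 in offspring 4, and that at 1673660 of −0.29 and −0.19. In the other mice the 3 Y probes had ratios between −0.09 and 0.09.

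**Figure D3:**
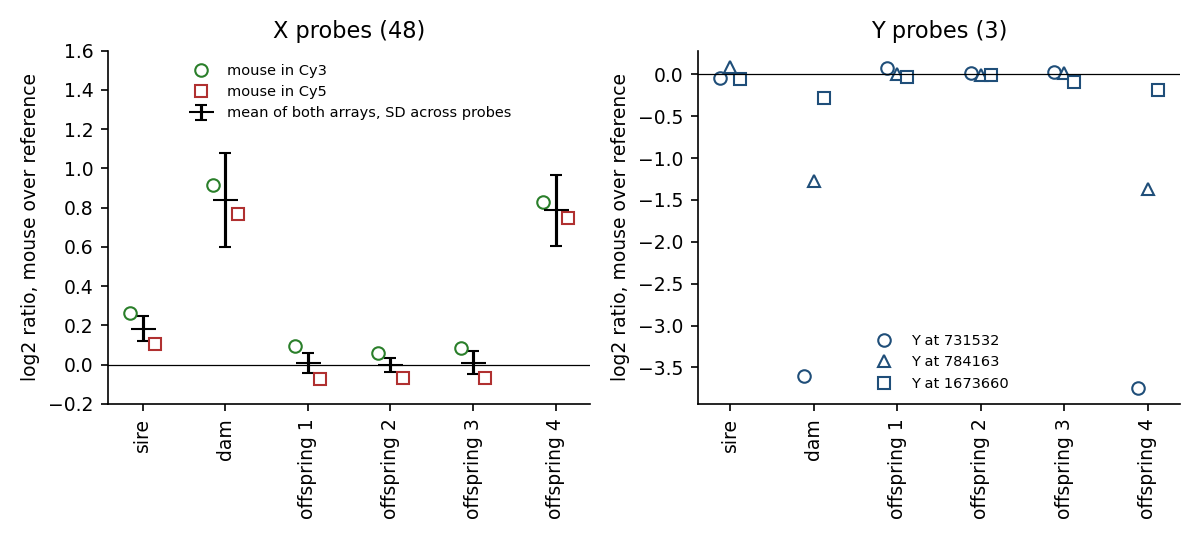
Log2 ratio of mouse over reference (vertical axes) in each of the 6 mice (horizontal axes); the left panel shows the mean of the 48 X probes on the arrays with the mouse in Cy3 (circles) and Cy5 (squares) and the mean of both with the SD across probes, and the right panel the mean of both arrays at each of the 3 Y probes, named by their start. X ratios are 0.84 in the dam, 0.79 in offspring 4 and 0.18 in the sire, and the Y probes are low in the dam and offspring 4, where that at 731532 is not well above background and is drawn at its measured value, which is no exact level.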

Values the study reported

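The study reported de novo deletions in 29 of 142 offspring of irradiated males (20.4%) and in 11 of 156 offspring of non-irradiated males (7.1%). It gave a probe spacing of about 2 kb for the first array screening and of about 0.1 kb for the second. Its deletions had passed both screenings and a check by quantitative PCR, while the candidate de novo runs here rest on the second arrays alone.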

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

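All tests in this part were chosen only after the results had been seen. Among the 4 offspring, 14 measures were searched for a mouse far from the other three, and 6 had one, against 0.7 expected by chance. Of these, 5 were values of offspring 4 and 1 was of offspring 1. Several of the measures follow the same difference, so that they are not independent. The intervals were themselves drawn around positive probes of these mice, which for both intervals on chromosome 3 and that on chromosome 5 makes a mouse that stands apart an outcome of the selection. The number expected by chance is therefore no yardstick for them.

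Offspring 1 stood apart in the interval on chromosome 3 from 69589436 to 69781483, with a median log2 ratio of −0.53 while the other offspring were at −0.01, 0.00 and 0.00. A dye bias would have the arrays of the dye swap disagree, but the array nearer 0 had a median of −0.50. A fault of the slide would have reached offspring 2 on the same slide, which had a median of −0.0069. A change carried by a parent at a level under the threshold would have lowered a parent, and the lower parent was at −0.0057. A gain in the reference animal would have lowered all mice, and the lowest of the other 5 was at −0.0069. These values argue against the 4 technical explanations. Loss in part of the cells stayed open. On a scale set by the gains of the sire, a loss of 1 copy would give −0.59. That scale assumes 4 copies in the sire and takes probes of other intervals, so it cannot tell a loss in all cells from a loss in most of them. A mislabelled sample stayed open too. Offspring 1 had the gain on chromosome 6 at 0.36, like the other offspring, but an exchange with another descendant of the sire would leave this value as it is. Under these limits, the loss may be a deletion of 1 copy that arose in offspring 1 or in a germ cell of a parent. That is a hypothesis, since it was found and tested on the same arrays. The study's lists of de novo changes checked by quantitative PCR name no mouse of this family. The reason was not tested here.

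Offspring 4 stood apart in the interval on chromosome 3 from 25416456 to 25456288 (−1.85), in that on chromosome 5 (−0.15), on chromosome X (0.79) and on chromosome Y (−0.78, the mean of the 2 Y probes other than that at 731532, which gives only a bound). In all of these the dam had values on the same side of the other offspring. A dye bias was excluded for the interval on chromosome 3, where the array nearer 0 of the dam and offspring 4 had a median of −1.82. Loss of both autosomal copies in the dam would have left each offspring with at most 1 copy from the sire, yet the lowest median of offspring 1 to 3 over the probes lost in the dam and offspring 4 was −0.010. Sequence also present on the Y chromosome, in the reference and in mice with a Y, would give the loss in exactly the mice with low Y probes, and loss and low Y probes went together in 6 of 6 mice. With only 2 such mice, this test could have failed but gives little more than their identity. The matching of the probes to chromosome Y was not analysed here. A candidate explanation is therefore that offspring 4 is female like the dam, and that these autosomal probes also read copies on chromosome Y. The sex of the offspring was not in the labels.

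Offspring 4 also stood apart on chromosome 15 from 8343121 to 8368960, where its median of −0.52 lay below the −0.47, −0.47 and −0.48 of the other offspring. All 6 mice were below 0 there, with a mean of −0.47. In Cy3 offspring 4 was at −0.46 and its siblings at −0.40, −0.39 and −0.41, and in Cy5 it was at −0.51 and they at −0.51, −0.50 and −0.49. It was the lowest offspring with either dye, but by little in Cy5. A gain in the reference animal could give the shared loss, but the same values would follow from a loss in every mouse of the family, and with 1 reference animal these cannot be told apart. No biological explanation was tested for the distance of offspring 4.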

How the results depend on the processing

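The alternatives with runs joined within 20 kb, with autosomes only and with the dam by its Cy5 array alone were chosen only after the data had been seen. The causes of the changes below were not tested unless stated. No paired analysis was possible because all offspring come from the same sire and dam, so that there are no separate pairs of parent and offspring.

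The log10 ratio of the scanner output and the series table gave the same counts as the processed signals for every count of positive probes and runs, but they hold the same data, so this is no test of stability. Under normexp, probes changed in all 6 mice fell to 9, the carried share of one-parent runs was 44.0% and the X ratio of the dam was 0.72. All 24 single values recomputed under normexp moved toward 0, and the cause was not tested. Subtracting the dye bias gave 98 probes changed in all 6 mice.

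At a threshold of 0.8 there were 776 positive probes (484 gains and 292 losses), 0 probes changed in all 6 mice and a carried share of 48.6%. At 0.4 there were 228 probes changed in all 6 mice and a carried share of 13.1%. With no neighbour required, 90 probes were changed in all 6 mice, and the difference in positive probes between offspring and parents was −29.5. With the mean of both arrays over the threshold, there were 2841 positive probes, 228 changed in all 6 mice, a carried share of 4.10% and a difference of −189.75. The carried share was 14.9% and the difference −76.25 with the dam by its Cy5 array alone. With at least 4 positive probes per run the carried share was 42.9%. The p of the difference was between 0.6 and 1 under all alternatives, and the design cannot reach 0.05.

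Joined within 20 kb, the candidate de novo runs numbered 3, since 80 of them became 1. Leaving out each offspring in turn gave 1 to 82 candidate de novo runs, with 1 without offspring 1. It gave 50 to 153 probes changed in all remaining mice, with 153 without offspring 4. The difference between offspring and parents ranged from −72.5 without offspring 1 to 239.8 without offspring 4. The positive probes ranged from 1324 to 1874 and the probes of the family called by limma from 880 to 949.

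Without the size filter, limma called 2507 probes against the reference (1707 higher and 800 lower), a count that holds small shifts the filter removes by construction. Between offspring and parents it called 57 with trend and robust moderation (3 higher and 54 lower). With the slide as a random block it called 31186, at a consensus correlation within slides of −0.65. A negative correlation makes the mean of mice on a slide more precise by construction, and the parents lie on 1 slide. The remaining alternatives, leaving out offspring included, gave 0.

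For single values, the scanner ratio, the series table, the dye bias (which cancels in the mean of a dye swap), autosomes only and the size filter were not counted, nor were alternatives that left the value as it was. Of the remaining 120 comparisons of 24 interval, run and sex chromosome values, 90 moved by less than their spread and 30 by more. Of these, 26 moved toward 0 and 17 were under normexp. The 6 probes named from limma kept an adjusted p under 0.05 in all 69 comparisons. In 54 of these the log2 ratio could move as well, by more than 1 SE in 9, among them all 6 under normexp. In 1, A_67_P00943853 under normexp, the log2 ratio of 0.38 was no longer over 0.5 in size. No value changed direction (0 of 120 and 0 of 54). By measured values, the largest move was on chromosome Y with only probes well above background in all their spots. That setting leaves the Y probe at 1673660 alone, so the move comes from which probes are averaged. The size of the move is not exact, because the mean of the 3 Y probes holds that at 731532 at its measured value. Signal over background limits the Y probe at 731532 to a bound in the dam and offspring 4.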

Other observations

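The tests of the X ratio of the sire, of the gain on chromosome 6, of the losses on chromosomes 14 and 15 and of probe brightness on chromosome 3 were chosen only after the results had been seen. The test of probe brightness on chromosome 4 was stated before its result was computed, but after the same relation had been seen on chromosome 3. The values by brightness on chromosome 6 were computed along with it, without a stated prediction.

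The loss of offspring 1 on chromosome 3 was read by the rule as 80 runs, with 43.0% of its probes positive. A candidate explanation for the breaks is that some probes also bind other sequence in the genome, which makes them bright and draws their ratio toward 0. Sorted by the brightness of the reference channel into 4 sets of 321 probes, the medians of offspring 1 were −0.72, −0.59, −0.50 and −0.17 from the dimmest to the brightest set. In offspring 2 the same sets had medians between −0.01 and 0.00. The longest stretch without a positive probe, 43 probes from 69760944 to 69769916, had a median of −0.10, and 53.5% of its probes were in the brightest set. The same test in the sire on chromosome 4 gave medians of 0.91, 0.81, 0.70 and 0.33. In the interval on chromosome 6 the sire had 0.92, 0.81, 0.71 and 0.47. The values are those this explanation needs, but other reasons for a smaller ratio at bright probes were not tested.

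The gain on chromosome 6 was at 0.76 in the sire and −0.026 in the dam. A fault of the slide, which the dam shared, would have raised the dam, so its value argues against it. A gain on both chromosomes of the sire would pass 1 gained copy to every offspring. A gain on 1 chromosome would leave each offspring near the sire or near 0. All 4 offspring lay between, at 0.35 to 0.43, with a mean of medians of 0.38 ± 0.04 (SD, n = 4). The values are consistent with a sire that carries the gain on both chromosomes. The number of copies was not measured, since the scale set by the gains of the sire takes 4 copies here as given. Because the offspring lie under the threshold of 0.5, the rule counted 10, 0, 16 and 8 positive probes in them against 106 in the sire, and counted 0 of the 6 runs of the sire there as carried, although all medians of the offspring were above 0.

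The X ratio of the sire was 0.18, with all 48 probes above 0, while its 3 Y probes had a mean of 0.00. DNA of a female in the sample would lower the probes lost in the dam to a predicted −0.19, and the sire was at −0.019 over the interval on chromosome 3. A drift of whole chromosomes would show on autosomes, and the highest autosomal median of the sire was 0.020. A dye bias would take 1 array to 0 or below, and the lower array was at 0.11. These values argue against the 3 explanations. An effect of the slide stayed open, since the dam on that slide exceeded offspring 4 by 0.054, but these are 2 single mice and the Cy3 array of the dam was the noisiest. An extra X chromosome in part of the cells also stayed open, and could give the ratio if 17.2% of cells carried it. No replicate of the sire's DNA on another slide was analysed here.

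The losses on chromosomes 14 and 15 were present in all 6 mice, with means of medians of −0.29 ± 0.03 and −0.47 ± 0.04 (SD, n = 6). On chromosome 15 the medians ran from −0.39 in the dam to −0.52 in offspring 4. A higher copy number in the reference animal could give losses in all mice, and so could a loss shared by the family. With 1 reference animal these cannot be told apart. The pair of candidate de novo runs of 2 probes on chromosome 15 lie in this interval.

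The gain on chromosome 4 had medians of 0.34 in the dam and 0.40 in offspring 4, against 0.64, 0.63 and 0.73 in offspring 1 to 3 and 0.72 in the sire. These values are given without an explanation.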
